A study of Mus musculus with 2 samples.

How the data were processed

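CTCF occupancy was measured in serotonergic (5-HT) neurons sorted by flow cytometry from the brains of mouse embryos at stage E14.5, as the labels give it. The neurons carried a fluorescent reporter driven through Pet1 (gene symbol Fev), a transcription factor of the serotonergic lineage. The labels differ on which reporter it was. The genotype gives Pet1::Cre with Rosa-TdTomato, and the extract protocol gives Pet1-EYFP embryos. Per the labels' protocols, libraries were made by ChIPmentation, in which chromatin bound by an antibody is tagged with sequencing adapters by Tn5 transposase. The labels place 1 library in the CTCF group and 1 library in the input group. Each group therefore has no replicate, and no test between groups was made.

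The file analysed is a peak list of the whole series. It holds a chromosome, a start and an end for each peak, with no height, score, fold enrichment, p-value or read number. The authors' deposited values are therefore positions only. Per the file's name, the list is an optimal set from IDR, a procedure that keeps peaks ranked alike in replicate calls, and it was sorted and merged. The aligner, the peak caller, the thresholds, the genome build and the replicates or pseudoreplicates behind IDR are not stated in the labels or the file. The input library enters only through whatever use the peak calling made of it. The read depth of both libraries is unknown from the file, so no statement here rests on depth, and sites under the authors' threshold are not separated from sites without binding. Intervals were counted from 0 in the file and are printed counted from 1. Intervals did not overlap or abut, and the smallest gap between neighbours was 9 bp.

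Gene positions came from a RefSeq gene table of assembly GRCm38.p6, which gives the ends, type and symbol of each gene but no strand, exons or start sites. Of its genes, 340 with an end below 3 Mb were left out, because the table lists genes of unplaced sequences under a chromosome with small coordinates. This left 49214 genes, of which 21523 were protein-coding. Because the authors' build is not named, the peak list was shifted against the table in steps of 500 bp up to 300 kb either way, and the share of peak midpoints within 500 bp of an end of a protein-coding gene was computed at each shift. The best shift lay within 1 step of 0 on 20 of 20 chromosomes and in 36 of 40 chromosome parts made by dividing each chromosome at its middle peak. The table was then used as being on the coordinates of the list, and every statement about a gene rests on this match. No coordinate of a gene is printed.

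The planned distance to transcription start sites was replaced by the distance to either end of a gene, since the strand was not given. Exons and introns were not separated. The planned chromosome length without unknown bases was replaced by the span from the first to the last gene of the table. Shares of peaks and of genes in a list are given with Wilson 95% intervals. These cover the counting of peaks or genes only. They treat peaks or genes as independent, which neighbouring ones are not. Shares near or inside genes were set beside 1000 random placements of the peaks over the span of the same chromosome with widths kept. The shares within 1 kb of an end of any gene and inside any gene were also set beside 1000 moved sets. In these each peak was moved by a random distance of at most 100 kb. Shares for protein-coding genes alone, for other distances and for midpoints near ends were compared with random placements only. Shares of narrow and of wide peaks were compared with moved sets only. The moved sets keep the regional density of peaks and were chosen after the data were examined. Gene lists were compared with 10000 random lists of protein-coding genes matched on deciles of gene length, and the percentile of the observed number is given with ties counted by their midpoint. A percentile describes this list of peaks and is no p-value across samples. The distance of 1 gene of the serotonergic list is not reported here. The serotonergic list, the clustered protocadherin list, the distances and the rule for the genes and regions named were fixed before the data were examined. The rule allowed members of these lists, H19, Igf2, Xist, Tsix, the Hox clusters, the 2 chromosomes of highest and the 2 of lowest density, the 5 protein-coding genes with the most peaks and the 3 windows of 1 Mb with the most peaks.

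Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The functions were tested on simulated lists. A list with 1000 intervals placed on gene ends was expected to give 13.8% of its 9824 intervals near gene ends and gave 13.8%. A random list gave a fold of 1.02 over random placements. Of 19 autosomes given a known shift, 19 returned it within 500 bp. Over 300 random lists of 21 genes the mean percentile was 51.3.

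Alternatives were the merging of peaks within 500 bp, the choice of chromosomes, the length used for density, the distance that counts as near, the genes used, the use of midpoints, and the kind of random placement. The CTCF consensus sequence, its position and orientation in peaks and the repeat content of peaks were planned and not analysed here, since they need the genome sequence. A stricter threshold was not tried, since the list carries no score.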

Results

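The series profiled CTCF, a zinc-finger protein that binds DNA at insulators and at the anchors of chromatin loops, in serotonergic neurons of the embryonic mouse brain. The data consisted of 1 CTCF library and 1 input library, both from embryos at E14.5, and of 1 list of CTCF peaks. The comparison that the design implies is CTCF against input, and its result is the peak list itself. There were no replicates, so the spread between samples could not be measured, and the read depth of either library was unknown.

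The list held 9824 peaks that together covered 4.65 Mb, on the 19 autosomes and the X chromosome. The median width was 480 bp, and 8396 peaks (85.5%) were exactly 480 bp wide. A further 760 peaks (7.74%) were narrower, with a median of 173 bp and a minimum of 120 bp. The remaining 668 peaks (6.80%) were wider, with a median of 694 bp and a maximum of 1245 bp. Merging peaks within 500 bp of each other left 9733 peaks.

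The peaks matched the gene positions of assembly GRCm38.p6. With the list unshifted, 8.67% of peak midpoints lay within 500 bp of an end of a protein-coding gene. Over shifts of 20 kb or more this share averaged 2.84% and did not exceed 3.76%. On 15 of the 20 chromosomes the best shift was 0, and on the other 5 it was 500 bp.

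**Figure D1:**
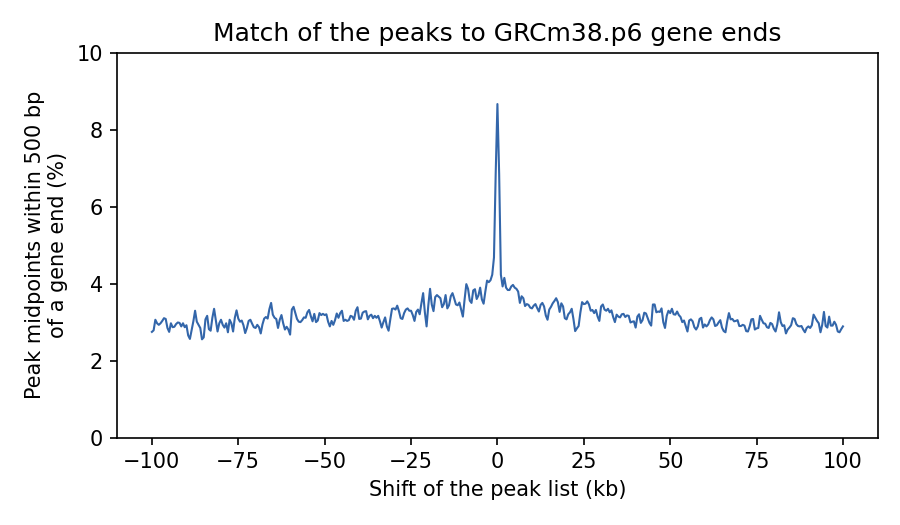
Percentage of peak midpoints within 500 bp of an end of a protein-coding gene (y axis) after shifting the whole peak list by the distance on the x axis, in kb. The line reached 8.67% at a shift of 0. The share averaged 2.84% over all computed shifts from 20 kb to 300 kb either way, of which the line shows only the nearer part.

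Peak density differed between chromosomes. Over the 19 autosomes it averaged 4.10 ± 0.91 peaks per Mb (SD over autosomes, which are not replicates). The highest densities were found on chromosome 11, with 741 peaks and 6.24 peaks per Mb, and on chromosome 19, with 334 peaks and 5.73 peaks per Mb. The lowest autosomal density was 3.02 peaks per Mb, on chromosome 3 with 473 peaks. Across autosomes, peak density rose with the density of protein-coding genes (Pearson's r = 0.886, Spearman's rho = 0.902). Without chromosomes 7 and 11, which lay farthest from the median gene density, r was 0.877. These coefficients describe chromosomes within 1 peak list, so no p-value is given.

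The X chromosome held 82 peaks, or 0.835% of the list, while it held 4.47% of the protein-coding genes. Its density was 0.489 peaks per Mb, which was 11.9% of the autosomal mean and 3.97 SD below it. The line fitted to the autosomes gave 3.17 peaks per Mb at the gene density of the X chromosome, with a residual SD of 0.434. Autosomes carried 0.484 ± 0.059 peaks per protein-coding gene (SD over 19 autosomes), with a minimum of 0.353, and the X chromosome carried 0.0852. Of the 167 windows of 1 Mb on the X chromosome, 117 (70.1%) held no peak, compared with 425 of 2394 autosomal windows (17.8%). The longest distance between neighbouring peaks was 25.3 Mb on the X chromosome and 5.61 Mb on the autosomes. The ratio of X to autosomal density changed most when the 8 peaks between 169970746 and the last listed base of the chromosome, 170022526, were left out, to 0.108 from 0.119.

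**Figure D2:**
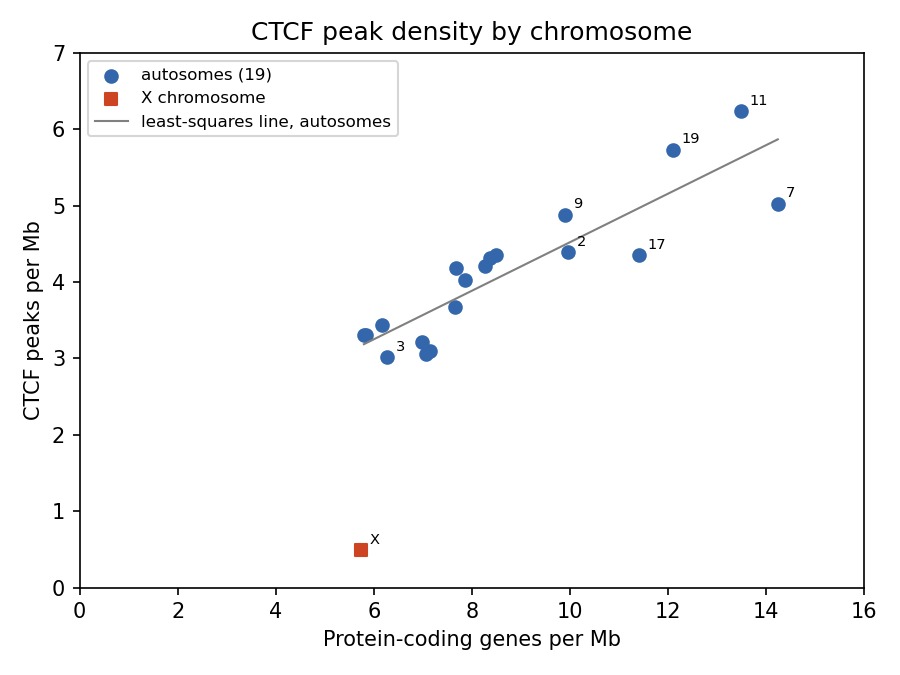
CTCF peaks per Mb (y axis) against protein-coding genes per Mb (x axis), with 1 point per chromosome, some of them labelled, and a least-squares line through the 19 autosomes. Autosomes lay between 3.02 and 6.24 peaks per Mb, and the X chromosome lay at 0.489.

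**Figure D3:**
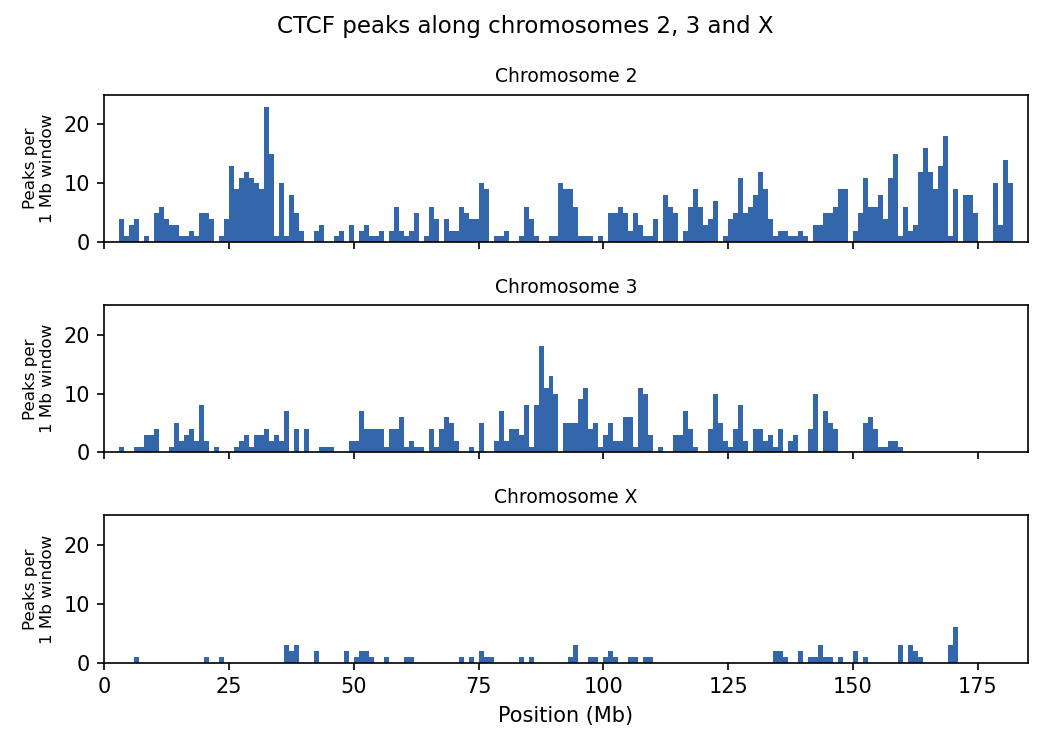
Number of CTCF peaks (y axis) in each 1 Mb window along chromosomes 2, 3 and X (x axis, position in Mb). The highest window on chromosome 2 held 23 peaks, and 117 of 167 windows on the X chromosome held none.

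Peaks were clustered along the chromosomes. The median distance between midpoints of neighbouring peaks was 96.7 kb, with quartiles of 30.9 kb and 251 kb. In 1000 random placements the median averaged 168 kb and ranged from 162 kb to 175 kb, so the observed median was 0.576 of the random mean. Neighbours less than 10 kb apart made up 11.8% of the 9804 distances, compared with at most 4.72% in random placements. Distances over 1 Mb made up 5.35%, compared with at most 2.84%. When peaks were placed at random within their own 1 Mb window, the ratio of the medians rose to 0.842, the largest move among the alternatives. The windows with the most peaks were 19 to 20 Mb on chromosome 7 with 25 peaks and 53 protein-coding genes, 32 to 33 Mb on chromosome 2 with 23 peaks and 35 genes, and 102 to 103 Mb on chromosome 11 with 22 peaks and 35 genes.

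Of the 9824 peaks, 2087 (21.2%, 95% Wilson interval 20.4% to 22.1%) lay within 1 kb of an end of an annotated gene. Random placements gave a mean of 7.85% and at most 8.61%, so the observed share was 2.71-fold the random mean. For protein-coding genes alone the share was 14.9% against a random mean of 3.94%, or 3.77-fold. Against peaks moved by at most 100 kb, which keep the regional density, the fold for all genes was 1.71, the largest reduction among the alternatives. The observed share exceeded the highest of the moved sets, 13.5%.

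Peak midpoints lay inside an annotated gene for 5420 peaks (55.2%, 95% Wilson interval 54.2% to 56.2%) and outside all genes for 4404 peaks (44.8%). The direction of this comparison depended on the kind of random set. Placements over the whole chromosome gave a mean of 49.8% inside genes and at most 51.3%, below the observed share. Peaks moved by at most 100 kb gave a mean of 62.3% and at least 61.1%, above the observed share, for a fold of 0.885. By gene, 3534 protein-coding genes contained at least 1 peak midpoint. Camta1 on chromosome 4 contained 8 midpoints over 802 kb and Ank3 on chromosome 10 contained 7 over 494 kb. The next 8 genes were tied at 6 midpoints, among them Cacna1a with 6 over 302 kb and Pde4d with 6 over 1302 kb.

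The title of the series concerns LMX1B and serotonergic neurons, so genes of serotonergic identity and function were examined as a list. Of 21 such genes, 9 (42.9%, 95% Wilson interval 24.5% to 63.5%) had a peak within 10 kb of an end. Length-matched random lists averaged 5.80 genes, and the list lay at the 93.1 percentile, inside the middle 95% of random lists (2 to 10 genes). In all, 968 of 10000 random lists reached 9 or more. Among all protein-coding genes, 5766 (26.8%) had such a peak.

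The peak nearest to Fev, which encodes PET1, spanned chromosome 1 from 74880729 to 74881208 and lay 293 bp beyond an end of the gene. For Lmx1b it spanned chromosome 2 from 33559707 to 33560186, 779 bp from an end, and for Htr1b chromosome 9 from 81626918 to 81627397, 894 bp from an end. These 3 genes had a peak within 1 kb of an end. Peaks lay 1458 bp from Foxa2, 1691 bp from Ddc, 3251 bp from Slc22a3, 4049 bp from Gata2 and 6811 bp from Insm1. Nkx2-2 contained a peak, at 147178622 to 147179101 on chromosome 2, which lay 2137 bp from an end. Tph2, which encodes the tryptophan hydroxylase of serotonin neurons, also contained a peak, at 115097127 to 115097606 on chromosome 10, but 18.5 kb from the nearer end. Slc18a2, Gch1, Gchfr, En1 and En2 had their nearest peak between 15.6 kb and 66.2 kb from an end. The distance was 209 kb for Slc6a4, 211 kb for Gata3 and 654 kb for Htr1a. For Maoa and Maob, on the X chromosome, it was 4.08 Mb and 3.95 Mb.

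Clustered protocadherin genes lie in tandem on chromosome 18 and encode cell-surface proteins of neurons. Of 57 such genes, 1 (1.75%, 95% Wilson interval 0.310% to 9.29%) had a peak within 1 kb of an end. The interval treats the genes as independent, which these overlapping neighbours are not. The gene with the peak was Pcdhac1, whose end lay inside the peak from 37089720 to 37090199. The midpoint of the same peak lay inside 12 further genes, Pcdha1 to Pcdha12, with no end of theirs within 1 kb. Length-matched random lists averaged 4.33 genes, and the list lay at the 3.62 percentile, inside the middle 95% of random lists (1 to 9 genes). The windows of 5 kb and 10 kb also found 1 gene, for which random lists averaged 10.03 and 14.64 genes. This number rested on the window, because the 21 protein-coding Pcdhg genes, whose ends nearly coincide, lay 10.37 kb to 10.38 kb from a peak. Within 11 kb, 22 of the 57 genes had a peak, against a random mean of 15.7 genes. The whole stretch from the first to the last of these genes, 912 kb, held 1 peak, compared with 3.02 expected at the density of chromosome 18.

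At the Hox clusters, the Hoxa genes spanned 106 kb with 4 peaks and the Hoxb genes spanned 174 kb with 5 peaks, where the chromosomal density gave 0.388 and 1.08 peaks. The Hoxd genes spanned 96.9 kb with 1 peak, and the Hoxc genes spanned 116 kb with no peak in the list. The 72.6 kb between H19 and Igf2 held no peak in the list, where the density of chromosome 7 gave 0.365. The peak nearest to Igf2 was 5.25 kb from the gene, and the peak nearest to H19 was 37.2 kb away. Around Xist and Tsix the nearest listed peak was 981 kb and 952 kb away. At these lengths a count of 0 on chromosomes 7 and 15 was within what the chromosomal density gives.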

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

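No paired analysis was possible because each group had 1 library and the peak list has no column for a sample. For the same reason leaving out replicates was not possible.

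The 13 results were recomputed under 41 alternatives in all. In 23 of these the result stayed the same: a count within 1.5 times its value, another value within its interval, or a percentile in the same direction from the middle of the random lists and as before inside or outside their middle 95%. Beyond these limits 14 moved, 2 percentiles passed out of the middle 95% in the same direction and so became stronger, and 2 results reversed in direction. Several of the 23 could hardly have come out otherwise. The median width was fixed by the 85.5% of peaks that were exactly 480 bp wide. Merging and leaving out the X chromosome each removed few peaks. Leaving out Maoa and Maob could not lower the serotonergic count, since neither had a peak within 10 kb. The number of peaks (9733 to 9742), the median width (480 bp), the ratio of X to autosomal density (0.108 to 0.120) and the median spacing (95.6 kb to 98.7 kb) kept their values under each alternative tried for them. Merging of close peaks was run for these 4 results and for the spacing relative to random placements, and leaving out the X chromosome for the number, the spacing, the spacing relative to random placements and the serotonergic list. Neither was run for the shares near or inside genes or for the protocadherins.

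The comparison of peaks inside genes reversed. The share was 1.11-fold that of placements over the whole chromosome and 0.885-fold that of peaks moved by at most 100 kb. The construction of the alternative shows why the reference differs: moved peaks stay in gene-rich regions, so 62.3% of them fell inside genes against 49.8% of the placements over the chromosome. The same alternative lowered the share near gene ends from 2.71-fold to 1.71-fold without changing its direction. For spacing, placement within 1 Mb windows gave a ratio of 0.842 in place of 0.576. These regional alternatives were chosen after seeing the data, as were the 10 kb and 11 kb windows for the protocadherins, the autosomal part of the serotonergic list, the 480 bp peaks alone (2.64-fold near gene ends) and the list without the peaks at the far end of the X chromosome.

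The distance that counts as near changed the share of peaks near gene ends by construction. It was 15.6% within 500 bp (3.13-fold the random mean) and 48.2% within 5 kb (1.91-fold). With midpoints in place of any overlap it was 18.6% (2.86-fold), and with protein-coding genes alone 14.9% (3.77-fold). The fold stayed above 1 in each of these settings. With protein-coding genes alone, the share of midpoints inside a gene was 46.0%.

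For the serotonergic list, 3 genes had a peak within 1 kb and 14 within 50 kb, at percentiles of 85.1 and 68.6. The 9 genes found within 10 kb all lay on autosomes, and without Maoa and Maob the list was at percentile 96.2. None of the 4 settings placed the list outside the middle 95% of random lists. For the clustered protocadherins the number was 1 gene within 500 bp, 1 kb, 5 kb and 10 kb, at percentiles of 10.3, 3.62, 0.015 and 0. Within 11 kb it was 22 genes, and the percentile, 96.7, lay above the middle of the random lists in place of below it, the second reversal. As within 1 kb, it was inside the middle 95% (9 to 22 genes). The shared end of the 21 Pcdhg genes, 10.37 kb to 10.38 kb from a peak, enters between the last windows as 1 location, so the percentiles follow the choice of window and show no trend.

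The unknown depth limits every statement about a region with no listed peak. Alternatives that need the consensus sequence, the genome or a score per peak were not run: those for the consensus, its position and orientation, repeats, peaks with the consensus only, and the top part of the list by score.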

Other observations

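The tests on the X chromosome, on regional clustering near gene ends, on narrow peaks and on the 10 kb and 11 kb windows of the protocadherins were chosen only after the result, or values that foretell it, had been seen.

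The low number of peaks on the X chromosome stood apart from the autosomes in each measure computed. Autosomal 1 Mb windows were matched on their number of protein-coding genes, with the larger numbers pooled into classes. They would give 564 peaks over the full windows of the X chromosome, and 76 were listed, a ratio of 0.135. The same ratio, computed for each autosome from the others, ranged from 0.814 to 1.21, which argues against lower gene density as the whole cause. A loss in proportion to copy number, with 1 X copy for 2 copies of each autosome in a male embryo, would leave a ratio of 0.5 or more. The upper end of the exact Poisson 95% interval of the ratio was 0.169, which argues against a loss of peaks in proportion to copy number. The interval treats peaks as independent, although autosomal windows had a variance of 3.88 times their mean. The value cannot test a threshold that removes more than a proportional share of sites present in 1 copy. A few long stretches without entries do not account for the low number of peaks either. After the 10 of 34 windows of 5 Mb without a peak were left out, X windows held 0.161 of the mean of autosomal windows treated alike. By gene, 31 of 963 protein-coding genes on the X chromosome had a peak within 10 kb of an end, where length-matched lists averaged 263. A threshold that removes most sites of lower signal and a filter applied before deposition remain open. So do rows missing from the list as analysed here, and a biological difference in CTCF binding on the X chromosome. None of these was tested, since the list holds positions only and no heights.

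Peaks at the far end of the X chromosome differed from the others on it. Between 169970746 and 170022526, a stretch of 51.8 kb, 8 peaks were listed, of which 5 were not 480 bp wide. Among the other 74 peaks of the X chromosome, 4 were not 480 bp wide. No other stretch of that length in the list held more than 6 peaks. This group was chosen after its values were seen, and no explanation was tested.

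Peaks lay near gene ends more often than chance placement gives, and regional clustering of genes and peaks does not account for the whole of it, since the share was 1.71-fold that of moved peaks. Because Tn5 also cuts open chromatin, signal at genes active in neurons is a candidate explanation. Of 30 genes typical of neurons 10 had a peak within 10 kb, and of 30 genes typical of liver 7 did, a difference at percentile 83.1 of differences between length-matched lists. With 30 genes in each list this neither excludes the explanation nor favours it, and binding of CTCF at gene ends remains open. The neuronal list itself was at percentile 74.4 and the liver list at 24.1.

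Narrow peaks, under 480 bp, lay within 1 kb of a gene end in 25.8% of cases (95% Wilson interval 22.8% to 29.02%, 196 of 760), compared with 20.8% (19.9% to 21.7%) of the 480 bp peaks and 21.9% (18.9% to 25.1%) of the wider peaks. Against the same peaks moved by at most 100 kb the fold was 2.06 for narrow peaks, while the interval for 480 bp peaks was 1.62 to 1.76. Regional clustering of narrow peaks therefore does not account for the difference. How the peak caller set the width is not known, so a technical origin of the narrow class remains open.

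The stretch between H19 and Igf2 holds an imprinted control region that CTCF binds on 1 allele, and no peak was listed there. A candidate explanation is that sites bound on 1 allele fall under the threshold. Of 28 other imprinted genes, 6 had a peak within 10 kb of an end, at percentile 32.2 of length-matched lists. The test cannot decide, because most sites near imprinted genes need not be bound on 1 allele, and the density of chromosome 7 gives 0.365 peaks for a stretch of this length.

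The clustered protocadherin genes are neighbours, so random lists of scattered genes are a weak comparison. Among 19378 overlapping autosomal runs of 57 neighbouring genes without protocadherins, 14.6% had no more than 1 gene with a peak within 1 kb. At that distance the count was not unusual for a run of neighbours. The runs share genes, and runs within other tandem families were kept. The value therefore cannot separate chance from a property of tandem families. Within 10 kb, 2.02% of runs had as few. This value decides nothing, because the 21 Pcdhg genes share an end just past 10 kb from a peak. Within 11 kb the protocadherins had 22 genes with a peak, and 76.9% of runs had no more. No cause was tested.

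Olfactory receptor genes, another family in tandem clusters, had few peaks within 10 kb. Of 1109 genes whose symbol starts with Olfr, 29 (2.61%) had a peak within 10 kb of an end, where length-matched lists averaged 157. This family was examined after the data had been seen, its genes are not independent, and no explanation was tested.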
